A study of Homo sapiens with 17 samples. Its data were reported in "Genetic alterations of the SUMO isopeptidase SENP6 drive lymphomagenesis and genetic instability in diffuse large B-cell lymphoma" (2022).

How the data were processed

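The series held 17 samples, of which 6 were RNA-seq libraries of SU-DHL-5 cells, a human diffuse large B-cell lymphoma line that the study describes as having genomic loss of SENP6. Of these, 3 came from cells carrying an empty vector (EV) and 3 from cells in which SENP6 was put back (SENP6). Cells were grown for 24 h before harvest. The 11 ChIP-seq samples of the series were not analysed here. Groups and replicate numbers were taken from the sample titles and treatment labels.

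According to the study's methods, mRNA was selected by its poly(A) tail, libraries were made with a directional kit and read from a single end, reads were trimmed with Trimmomatic, and alignment was done with HISAT2 to GRCh38. The submitters' processing notes name CASAVA, FastQC and hg19, so the build behind the counts is given in 2 ways in the sources used here. The counting tool, its strand setting and the gene annotation are not given in the sources used here. The authors deposited a filtered table of whole-number read counts per gene, not normalized, with Ensembl gene identifiers. The table had 15219 rows, of which 5 repeated a gene identifier with identical counts and were dropped, which left 15214 genes. The smallest row sum was 6, and 0 mitochondrially encoded genes were in the table. Gene symbols are those of the table for 12237 genes and those of a reference name table otherwise. Coordinates are on GRCh38 from GENCODE release 44, matched by identifier for 14701 genes and missing for 513. By that release 11044 were protein-coding, 1253 lncRNA genes and 2369 pseudogenes, and the pseudogenes took 9.45% of all counts. Reads of near-identical copies may have been divided between a gene and its pseudogenes. Reads of overlapping genes cannot be told apart without a stated strand setting.

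The total count per library ran from 1742063 to 1764623, a spread of 1.30%. Counting noise therefore limits genes with few counts. Each pair of replicates was compared by a chi-square test over genes with at least 20 counts in the pair. The ratio of chi-square to its degrees of freedom was 1.05 to 1.21, and the largest p was 2.65e-04, so no pair was counted as a single library. Whether reads were reduced to a common number is not stated. If they were, the totals would not show the depth sequenced, and the ratios would lie nearer to 1 than in the full libraries. The labels do not say that libraries came from separate cultures. The p-values then measure only the spread between these samples, which may be technical.

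Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM, and EV and SENP6 were compared by a two-sided quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are SENP6 over EV. The standard error (SE) was taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts scaled to a common library total with the TMM factors and are given as mean ± SD over 3 libraries. In simulated comparisons of SENP6 with EV, with means, depths and spread taken from these libraries, 10752 genes were tested. There, 65% of 100 genes changed by 1.5-fold and 83% of 100 genes changed by 2-fold were recovered, with 5 false calls among 153. Where no change was simulated edgeR made 0 calls. No other gene was changed, and counts were drawn from the spread that edgeR had fitted. In the real comparison 24.2% of genes were called, and 68.4% of calls were smaller than 1.5-fold. The simulated shares therefore do not give the recovery or error rate of the real calls.

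The 31 gene lists were written from general knowledge before the data were examined, as were the main tests, most alternatives and the rule for named genes. The apoptosis and DNA repair collections follow the hallmark collections of those names as recalled and may differ from them in single members. The list of chromatin-bound proteins was taken from the text of the study and is not independent of these cells. The 26 lists with at least 5 tested members were compared with all other genes by camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, adjusted over the 26 lists. In simulated data camera recovered 10 of 10 lists of 40 genes in which 20 members were moved, and called 0 of 20 unmoved lists. The simulated genes varied independently, and no gene outside the moved lists was changed. These counts therefore do not show how often camera errs where genes vary together. Alternatives were camera with an estimated correlation, fry, which asks whether a list's genes move one way on balance and compares them with no other genes, and fgsea 1.28.0 on the DESeq2 1.42.0 Wald statistic, which follows the study. With an estimated correlation camera refers its statistic to the 4 residual degrees of freedom, far fewer than with the preset value. This can raise its p without stronger correlation between genes, and was not tested apart.

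The named genes are SENP6, SENP7, MYC, RNF4, RAD21, STAG2, CDC5L and PRPF19, whose proteins the study followed, and the 12 genes with the largest change in each direction. The latter had to pass the threshold, reach a mean count of 50 in the higher group, have a symbol that is not a clone or pseudogene name, and have all 3 libraries of one group above all 3 of the other. Added to these are up to 3 passing members of each list with the smallest p, and up to 8 of the apoptosis collection. Where no member passed, the member with the smallest p was taken, and lists with fewer than 5 tested members name those tested. This gave 110 genes. Further alternatives were DESeq2 size factors, total library size, no filter, a filter of 1 CPM with 50 counts in all, the replicate number as a block, each library left out, the DESeq2 Wald test, limma-voom, a threshold of 0.1 and a test against a fold change of 1.5. A correction for GC content and transcript length and a run without a stretch of genes on 6p were added after the data were seen. Tables were joined in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.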

Results

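Transcript levels were measured by RNA-seq in SU-DHL-5 cells, a diffuse large B-cell lymphoma line described by the study as having genomic loss of SENP6, the protease that shortens chains of SUMO on other proteins. Cells carrying an empty vector (EV, n = 3 libraries) were compared with cells reconstituted for SENP6 (SENP6, n = 3 libraries). The EV libraries held 1743948, 1742063 and 1745881 counts, and the SENP6 libraries held 1764623, 1754277 and 1752361 counts. The 10 genes with the most counts took 3.94% to 4.27% of a library. The first principal component held 51.6% of the variance and separated the groups. The comparison asks which transcripts change when SENP6 is restored, and the study put this question to apoptosis genes. By gene set enrichment it reported higher expression of an apoptosis set after reconstitution. It also reported more cell death in the reconstituted cells.

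SENP6 mRNA was higher in the reconstituted cells. SENP6 (ENSG00000112701, chromosome 6, 75601509 to 75718281, GRCh38) had 84, 111 and 94 counts in the EV libraries and 296, 284 and 271 in the SENP6 libraries. Its level rose from 55.7 ± 7.85 to 163 ± 6.47 CPM (SD, n = 3 each), a log2 fold change of 1.55 (SE 0.10, edgeR adjusted p = 1.63e-27). Counts do not separate transcripts of the vector from those of the endogenous gene. Among the other genes whose proteins the study followed, the cohesin subunits RAD21 and STAG2 rose by 0.23 (adjusted p = 4.97e-05) and 0.26 (adjusted p = 4.16e-04) on the log2 scale. With a correction for GC content and transcript length these values were 0.14 and 0.17. The study reported that SENP6 status left RAD21 and STAG2 protein unchanged in whole-cell extracts of these cells. The other 5 genes did not pass. MYC had a log2 fold change of -0.07 (SE 0.09, adjusted p = 0.632), the SUMO protease SENP7 0.02 (SE 0.11, adjusted p = 0.912) and the SUMO-targeted ubiquitin ligase RNF4 0.01 (SE 0.08, adjusted p = 0.956). The splicing factors CDC5L and PRPF19 had values of 0.08 (SE 0.08, adjusted p = 0.544) and -0.02 (SE 0.07, adjusted p = 0.846).

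**Figure D1:**
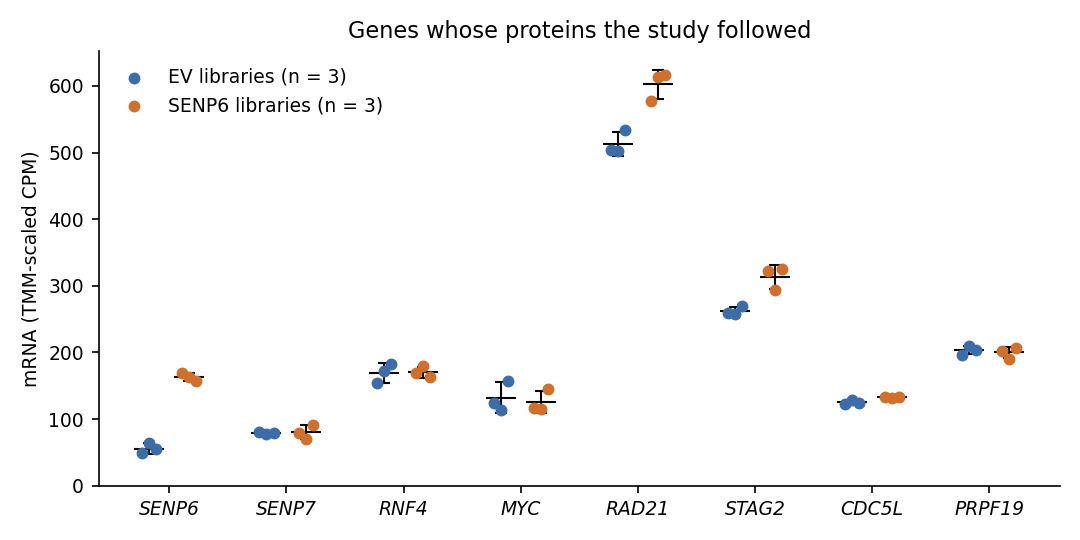
TMM-scaled CPM of the genes whose proteins the study followed, with each library as a point for EV and SENP6 (3 libraries each) and the mean with its SD. SENP6 lies at 55.7 ± 7.85 CPM in EV and 163 ± 6.47 CPM in SENP6 libraries, while MYC, SENP7, RNF4, CDC5L and PRPF19 did not pass the test.

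Many transcripts differed between the groups, mostly by small amounts. Of 10747 genes tested, 1288 were higher and 1318 were lower in SENP6 cells, together 24.2% of those tested. Of these calls, 68.4% were smaller than 1.5-fold, while 99 were at least 2-fold higher and 132 at least 2-fold lower. All libraries of one group lay above all of the other for 36.3% of the genes tested, where chance gives 10%. The DESeq2 Wald test called 559 higher and 537 lower, and a test against a fold change of 1.5 called 69 and 80.

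The 12 named genes with the largest increases included receptors and kinases. MET, the receptor for hepatocyte growth factor, rose from 8.68 ± 1.59 to 48.5 ± 5.01 CPM (log2 fold change 2.47, SE 0.20, edgeR adjusted p = 4.51e-20). PTPRT, a receptor-type tyrosine phosphatase, rose by 1.98 on the log2 scale, CREB5 by 1.90, the Src-family kinase HCK by 1.86, the MAP kinase phosphatase DUSP5 by 1.85 and the glucocorticoid-induced gene TSC22D3 by 1.81. TRIB3, a pseudokinase gene under control of ATF4, rose from 179 ± 6.41 to 567 ± 24.6 CPM. FER, TBC1D4, PPP1R15A and the proteoglycan gene DCN rose by 1.44 to 1.51.

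AIFM2 (ENSG00000042286, chromosome 10, 70098223 to 70132934), which encodes an oxidoreductase that suppresses ferroptosis, fell from 313 ± 2.75 to 19.6 ± 3.06 CPM (to 0.0626 of its EV level, SE 0.10 on the log2 scale, edgeR adjusted p = 3.51e-61). Its span overlaps that of H2AFY2, which had 7 counts over the 3 EV libraries. HSPA8 (ENSG00000109971, chromosome 11, 123057489 to 123063230), the constitutive Hsp70 chaperone gene, fell from 1097 ± 75.2 to 304 ± 16.4 CPM. EP400 (ENSG00000183495, chromosome 12, 131949942 to 132080460), an ATPase of a chromatin remodelling complex, fell from 283 ± 19.7 to 96.8 ± 5.87 CPM. The 1 annotated EP400 pseudogene held 112 counts in EV and 137 in SENP6 libraries, and summed with it the log2 fold change was -1.31. RASGRP2 had a log2 fold change of -2.23, NOTCH1 of -2.20 and the Notch target HEY1 of -1.43. The lncRNA gene PURPL, ADNP2 and TTC13 had values of -1.59, -1.45 and -1.40.

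**Figure D2:**
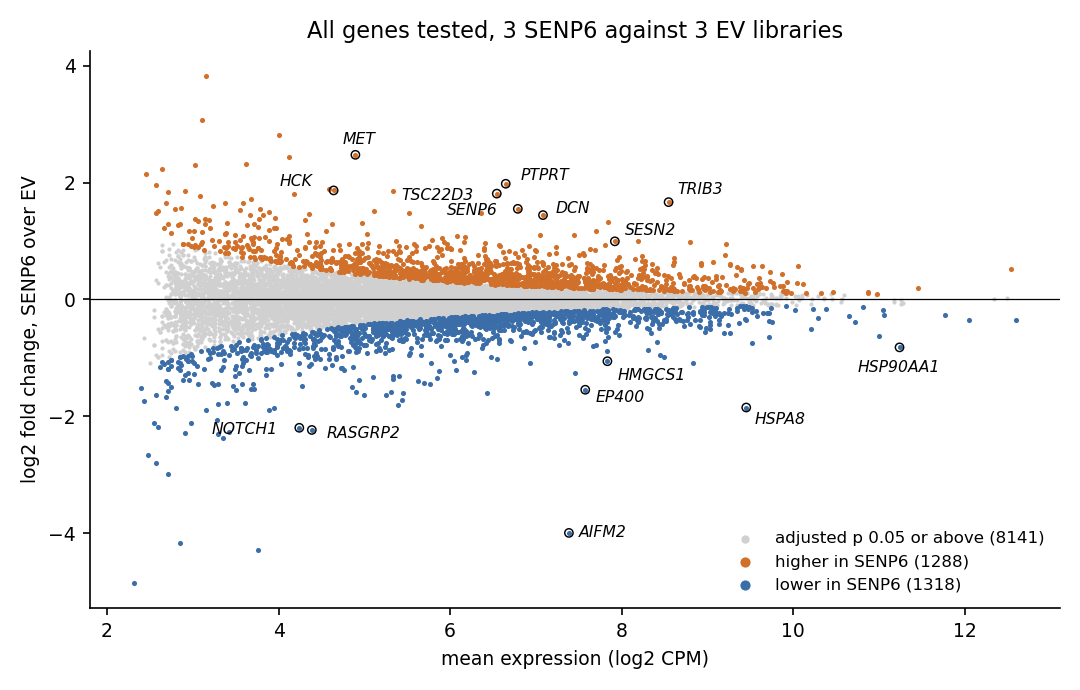
Log2 fold change of SENP6 over EV against mean expression in log2 CPM for the 10747 genes tested, with each gene as a point coloured by the edgeR call (3 libraries per group). Calls lie on both sides of 0, 1288 higher and 1318 lower, and AIFM2 at 0.0626 of its EV level and HSPA8 at -1.85 on the log2 scale lie far below 0.

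Of the 26 gene lists tested, 5 passed with the preset correlation, and 0 passed camera with an estimated correlation, where 5 had an unadjusted p under 0.05. By fry 10 lists passed and by fgsea 8. In the heat shock list 11 of 15 genes fell and 4 did not pass, with the same counts adjusted over the list alone (median -0.63, camera adjusted p = 1.56e-07, and adjusted p = 0.0535 with an estimated correlation). HSPA8 was joined by HSP90AA1, which went from 3089 ± 81.4 to 1748 ± 33.6 CPM, and by HSP90AB1, with a log2 fold change of -0.63. Annotated pseudogenes of HSPA8 held 999 counts in EV and 306 in SENP6 libraries, so the division of reads between these copies is uncertain, while summed with them its log2 fold change was -1.83. In the list of cholesterol biosynthesis 15 of 23 genes fell and 1 rose, also when adjusted over the list alone (median -0.38, camera adjusted p = 4.79e-07, and adjusted p = 0.0675 with an estimated correlation). HMGCS1 and HMGCR, which encode enzymes early in the pathway, had log2 fold changes of -1.06 and -0.88, and the sterol sensor gene INSIG1 had -0.99. SREBF2, which encodes the transcription factor of the pathway, rose by 0.11.

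In the glycolysis and hypoxia list 16 of 26 genes fell and 1 rose, and adjusted over the list alone 19 fell and 1 rose (median -0.29, camera adjusted p = 2.33e-06, and adjusted p = 0.119 with an estimated correlation). ENO1, PGK1 and GAPDH had log2 fold changes of -0.50, -0.40 and -0.35, and the hexokinase gene HK2 rose by 0.36. The 9 annotated GAPDH pseudogenes held 17833 counts in EV and 13753 in SENP6 libraries, so its own level is uncertain, while summed with them its log2 fold change was -0.36. The list of the integrated stress and unfolded protein response had 23 of 39 genes rising and 5 falling, and adjusted over the list alone 23 and 6 (median 0.34, camera adjusted p = 3.26e-06, and adjusted p = 0.0535 with an estimated correlation). Besides TRIB3, those that rose included SESN2 by 0.99, the transcription factor gene ATF4 by 0.59 and the amino acid transporter gene SLC7A5 by 0.58. Those that fell were HSPA5, HSP90B1 and CALR, which encode chaperones of the endoplasmic reticulum, EDEM1, which acts in disposal of misfolded glycoproteins, and PSAT1, an enzyme of serine synthesis. In the HLA and antigen presentation list 15 of 24 genes rose and 9 did not pass, with the same counts adjusted over the list alone (median 0.22, camera adjusted p = 1.09e-05, and adjusted p = 0.0541 with an estimated correlation). HLA-DQB1 rose by 0.74, HLA-E by 0.52 and HLA-B by 0.42, and reads of these closely related genes may be divided unevenly.

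**Figure D3:**
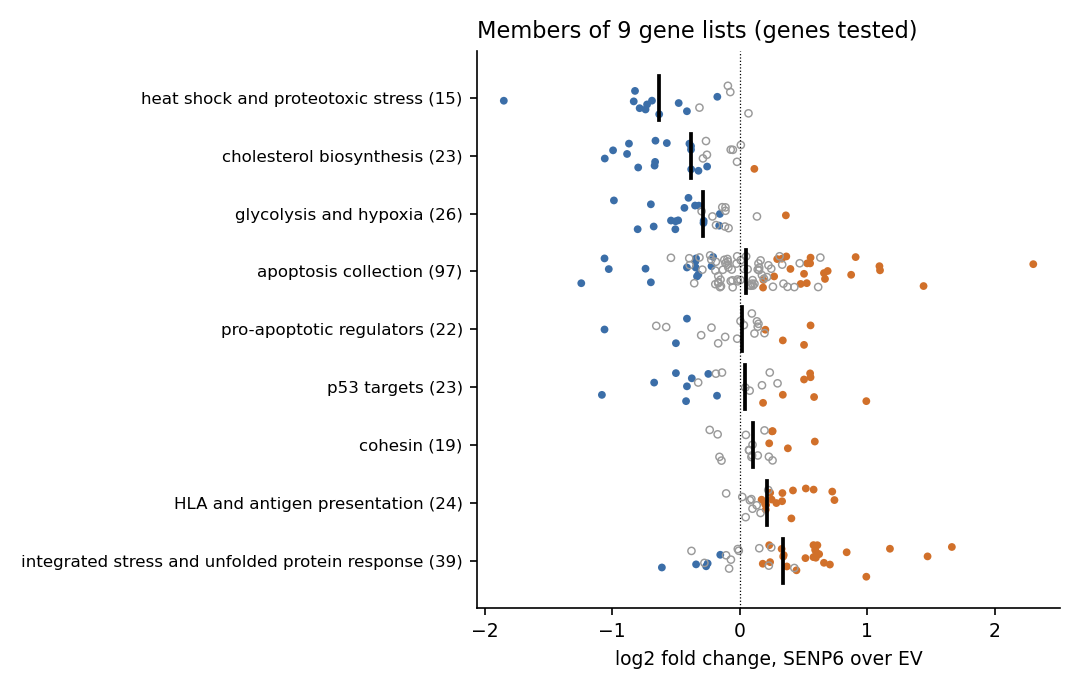
Log2 fold changes of SENP6 over EV for the tested members of 9 gene lists, with each gene as a point (orange higher, blue lower, open grey not passing by edgeR) and the median as a bar, from 3 libraries per group. The heat shock median lies at -0.63, cholesterol biosynthesis at -0.38, glycolysis and hypoxia at -0.29, the stress response at 0.34 and HLA at 0.22, while the apoptosis collection has a median of 0.05.

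Members of the apoptosis collection moved in both directions. Of 97 genes 22 rose and 13 fell, and adjusted over the list alone 24 rose and 14 fell. DCN, TXNIP, GCH1, CTH and PEA15 rose by 0.69 to 1.44, and IGF2R, BIK and DNAJA1 had log2 fold changes of -1.24, -1.06 and -0.74. The EV libraries varied for IGF2R (108 ± 45.5 CPM). The collection did not pass camera (median 0.05, adjusted p = 0.408), whereas it passed fry (adjusted p = 7.06e-04) and fgsea (adjusted p = 0.00936) in the upward direction, within a range of 7.06e-04 to 0.486 over the alternatives. Among 22 pro-apoptotic regulators 4 rose and 3 fell. PMAIP1, which encodes a BH3-only protein, rose by 0.56, and BIK and BAX had -1.06 and -0.41. Among 11 anti-apoptotic regulators MCL1 rose by 0.27, and BIRC3 and TRAF1 had -0.35 and -0.40. Adjusted over the list alone these counts did not differ. By the DESeq2 Wald test TRAF1 had an adjusted p of 0.0895. Among 23 p53 targets 7 rose and 8 fell, also when adjusted over the list alone, with ZMAT3 at -1.08. These 3 lists did not pass camera, with adjusted p of 0.962, 0.605 and 0.962. The pro-apoptotic list had a median of 0.02, a mean of -0.07 and a downward test, and the p53 list had a median of 0.04 and a downward test.

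Members of the lists of genome maintenance and SUMO conjugation were called in both directions, except in the cohesin list. In the DNA repair collection 12 of 128 genes rose and 15 fell, and adjusted over the list alone 12 and 14 (camera adjusted p = 0.812). POLR3C and POLR2E rose by 0.89 and 0.49, and POLR2A had -0.36, all of them RNA polymerase subunits. For ATR-CHK1 signalling and homologous recombination 11 of 49 rose and 8 fell, and adjusted over the list alone 12 and 8 (camera adjusted p = 0.605), with RAD54B at 0.83, RBBP8 at 0.37 and RPA1 at -0.34. Among 26 genes of the SUMO machinery 3 rose and 2 fell, also when adjusted over the list alone (median 0.01 with a mean above 0, but a downward camera test with adjusted p = 0.986). CBX4 and SENP3 rose by 0.82 and 0.42. TRIM28 had -0.23, which became -0.12 with a correction for GC content and length. Of 19 cohesin genes 5 rose and 14 did not pass, the same adjusted over the list alone, led by SMC3 at 0.59 (camera adjusted p = 0.0745). That list passed without SENP6 replicate 1 (0.0442), with no filter (0.0336), by fry (0.00546) and by fgsea (0.00950), and its adjusted p ranged up to 0.444 over the alternatives. Centromere and kinetochore genes had 8 of 44 rising and 6 falling, also adjusted over the list alone, with ZWINT, NDC80 and CENPE higher by 0.46 to 0.54 (camera adjusted p = 0.710). Of 15 genes for chromatin-bound proteins named by the study 3 rose, among them CDCA8 by 0.35, and 2 fell, and adjusted over the list alone 4 and 2, a list that is not independent evidence (camera adjusted p = 0.559).

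Lymphoma and proliferation genes also moved both ways. Of 29 B cell identity genes 8 rose and 7 fell, and adjusted over the list alone 8 and 9. FCRLA, IRF8 and CD22 rose by 0.55 to 0.80, and the list had a median of -0.08, a mean of 0.01 and an upward test (camera adjusted p = 0.962). Of 26 germinal centre genes 8 rose and 4 fell, and adjusted over the list alone 8 and 5, with MEF2C at 0.63, KLHL6 at 0.28 and LRMP at -0.28 (camera adjusted p = 0.605). Of 10 plasma cell and post-germinal centre genes 4 rose and 1 fell, also adjusted over the list alone. CD86 had 0.88, XBP1 0.84 and ITGB1 0.57. Camera gave an adjusted p of 0.285 and fry 0.00178, within 0.00178 to 0.485 over the alternatives. NF-kappaB targets had 7 of 24 rising and 5 falling, also adjusted over the list alone, with RGS1 at 1.01 and NFKB2 at 0.46 (camera adjusted p = 0.737). Interferon-stimulated genes had 4 of 26 rising and 3 falling, and adjusted over the list alone 5 and 3, with IFITM2 at -1.18 and PARP14 and PARP9 both at 0.38 (camera adjusted p = 0.767). MYC targets had 8 of 43 rising and 8 falling, also adjusted over the list alone, with RRP12 at 0.92, MTHFD2 at 0.52 and LDHA at -0.28 (camera adjusted p = 0.737). Of 49 cell cycle genes 7 rose and 10 fell, also adjusted over the list alone, with CCNB2 at -0.44, CDK1 at -0.36 and MCM4 at -0.28 (camera adjusted p = 0.605). Of 13 immediate early genes 4 rose and 5 fell, also adjusted over the list alone, with DUSP2 at -1.04, JUND at -0.60 and EGR1 at -0.51 (camera adjusted p = 0.812).

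Oxidative phosphorylation had 5 of 34 genes falling and 29 not passing, the same adjusted over the list alone (camera adjusted p = 0.550), with ATP5I at -0.56, UQCRFS1 at -0.26 and ATP5A1 at -0.25. The UQCRFS1 call (adjusted p = 0.0222) ended without EV replicate 2 (0.159), without SENP6 replicate 2 (0.136) and by DESeq2 (0.210), and DESeq2 gave 0.0512 for ATP5I. Of 40 cytosolic ribosomal protein genes 8 rose and 1 fell, also adjusted over the list alone, with RPS15 at 0.41, RPL13 at 0.23 and RPS14 at 0.22. Camera gave this list an adjusted p of 0.131, fry 0.0101 and fgsea 6.53e-05, within 6.53e-05 to 0.559 over the alternatives, and reads shared with ribosomal protein pseudogenes make single values uncertain. Among markers of T and NK cells 4 genes were tested. TRBC2 had a log2 fold change of -1.61, the 1 call also when adjusted over the list alone, while TRAC (100.6 ± 1.76 and 101.6 ± 11.7 CPM in EV and SENP6), LCK and CD247 did not pass. Of epithelial and mesenchymal markers 3 genes were tested, of which DCN rose, also when adjusted over the list alone, LUM did not pass (adjusted p = 0.295) and TAGLN had -0.85 (adjusted p = 0.0621, and 0.0232 without EV replicate 1), falling when adjusted over the list alone. Of the 20 myeloid markers 2 were in the table and 0 reached the count filter, and 0 of the 13 mitochondrially encoded genes were in the table.

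Genes at the end of the short arm of chromosome 6 were lower in SENP6 libraries. Between 2765393 and 26600739 (GRCh38), from WRNIP1 to ABT1, 40 genes above 5 log2 CPM had a median log2 fold change of -0.51, with 25 falling and 2 rising. HIST1H1C, a linker histone gene, and HIST1H2AC, an H2A gene, lie in this stretch and had log2 fold changes of -1.63 and -1.60. Of the 4 replication-dependent histone genes tested 3 fell, also adjusted over the list alone, the other being HIST1H2BK at -1.47, while HIST1H4C did not pass (adjusted p = 0.207). HIST1H2BK starts at 27146361, outside the stretch, and HIST1H4C at 26103933, inside it. The histone list was written to stand for RNA quality and library composition, which were not tested as causes of these falls. HIST1H2BK is uncertain, as 2 annotated H2B pseudogenes held 71 counts in EV and 62 in SENP6 libraries, and summed with them its log2 fold change was -0.68. Of 16 genes that neighbour SENP6 on 6q14 2 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.408, fry 5.63e-04, within 5.63e-04 to 0.789 over the alternatives). TMEM30A (0.47, adjusted p = 0.00439) lost its call without EV replicate 3 (0.0512) and by DESeq2 (0.106). CYB5R4 (-0.53, adjusted p = 0.0275) lost it without EV replicate 1 (0.132), SENP6 replicate 1 (0.0614) or SENP6 replicate 3 (0.156) and by DESeq2 (0.248). DOPEY1 (0.70, adjusted p = 0.0344) lost it without EV replicate 1 (0.165), EV replicate 3 (0.0517) or any SENP6 replicate (0.0626 to 0.106), by DESeq2 (0.272) and with the GC and length correction (0.0524).

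**Figure D4:**
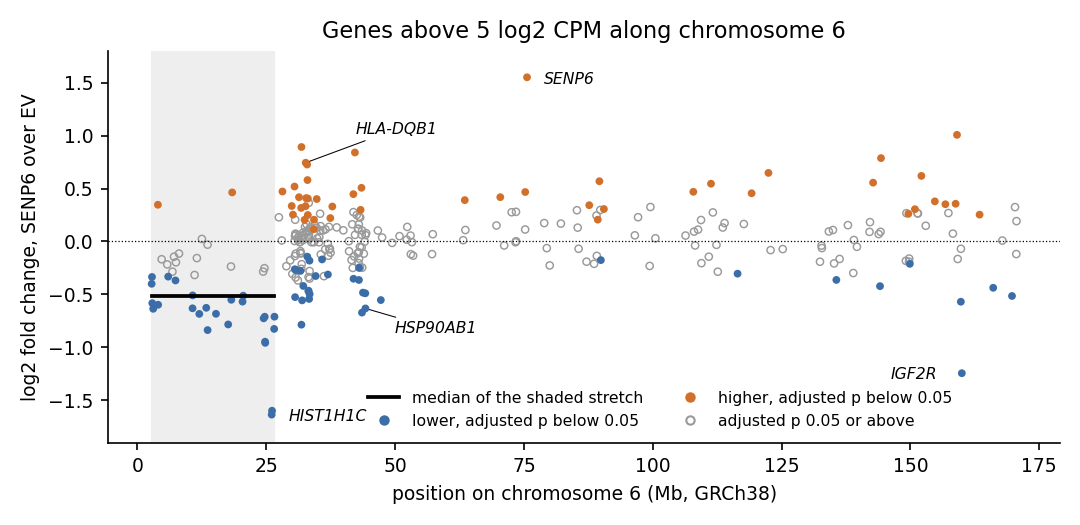
Log2 fold change of SENP6 over EV against position on chromosome 6 (Mb, GRCh38) for genes above 5 log2 CPM, from 3 libraries per group, with edgeR calls in orange (higher) and blue (lower) and other genes in open grey. In the shaded stretch from WRNIP1 to ABT1 the median of 40 genes, drawn as a line, is -0.51, and SENP6 at 1.55 stands out on the long arm.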

Values the study reported

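From mass spectrometry of chromatin fractions, the study reported 58 proteins with at least 2-fold lower association with chromatin in the SENP6-deficient cells than in the reconstituted cells, and 6 proteins detected on chromatin only in the presence of SENP6. For RAD21 ChIP-seq it reported about 40,000 peaks, of which 6936 were altered and 3207 gained RAD21 when SENP6 was present.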

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

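The GC and length correction and the run without the 6p stretch were chosen after the data were seen. SENP6 mRNA kept its call under all alternatives run (1.46 to 1.66), and 92 of the other named genes that passed kept theirs, with 93 to 99 of 110 passing. The scaling alternatives moved the median of all genes by less than 0.1 and the share of higher calls by less than 10 percentage points. Counts of calls were 1037 to 1113 higher and 1041 to 1194 lower with a library left out, 1234 and 1328 with the GC and length correction, 1271 and 1308 by limma-voom, and 1609 and 1646 at an adjusted p of 0.1. Of the 2606 main calls, 2269 were also called with the GC and length correction, against 2537 by limma-voom. Log2 fold changes correlated with GC content at -0.187 (Spearman, 10533 genes), and at -0.025 after the correction. The DESeq2 Wald test called 559 and 537. Its median standard error was 1.47 times that from counting alone, against 1.03 times for edgeR. The cause of the lower DESeq2 counts was not tested. Testing against a fold change of 1.5 left 69 and 80. That test asks for more than 1.5-fold, and 68.4% of the main calls were smaller. Deviations of same-numbered libraries correlated at 0.04, 0.02 and 0.02, against -0.029 to 0.0065 for the other pairs. Each library correlated best with its own number, so a weak pairing by replicate number is not excluded. With the replicate block 2690 genes were called (1329 higher and 1361 lower), of which 2604 were shared.

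Of 26 lists, 0 passed camera with an estimated correlation, 10 passed fry and 8 fgsea, against 5. In simulated data, where genes varied independently, the estimated-correlation test recovered 10 of 10 moved lists. The estimated correlation was -0.033 for HLA, -0.014 for the stress response and -0.0067 for heat shock, under the preset 0.01. For these lists the values argue against stronger correlation between genes as the reason for the lost call. The estimate was 0.036 for cholesterol and 0.063 for glycolysis, above the preset value. The fewer degrees of freedom stay open as a cause. The apoptosis collection passed fry (7.06e-04) and fgsea (0.00936) and ranged from 0.353 to 0.486 with a library left out. For lists and genes not called, directions turned as follows, and the cause was not tested. By fgsea the turned lists were DNA repair (0.720), pro-apoptotic regulators (0.720), p53 targets (0.347), SUMO machinery (0.399) and interferon-stimulated genes (0.794). Pro-apoptotic regulators also turned with no filter (0.999), the stricter filter (0.947) and 5 of the 6 libraries left out, SUMO machinery with the replicate block (0.973), fry (0.451) and 4 libraries left out (0.935 to 0.998), p53 targets without EV replicate 2 (0.987) or SENP6 replicate 1 (0.981), and B cell identity with the replicate block (0.973) and without EV replicate 2 (0.865). Over all 6 libraries left out, turned or not, adjusted p ran from 0.865 to 0.998 for pro-apoptotic regulators and for SUMO machinery, from 0.930 to 0.998 for p53 targets and from 0.859 to 0.999 for B cell identity. With libraries left out log2 fold changes spanned -0.079 to 0.097 for SENP7, -0.179 to 0.077 for MYC, -0.059 to 0.064 for RNF4, -0.049 to 0.0040 for PRPF19 and -0.082 to 0.091 for TRAC. The GC and length correction gave -0.062 for SENP7 and 0.024 for PRPF19. In all, 1605 of 1632 gene values and 365 of 400 list values kept direction and side of the threshold. At 1742063 to 1764623 counts per library, small changes of weakly expressed genes were not detectable.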

Other observations

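Of the tests below, the scan for the 6p stretch and its weakly expressed genes, the GC and length correction, the shuffles, the pseudogene test, the tests of neighbouring genes, the limit on counts from an overlapping gene and the 4 gene families were chosen only after the main results were seen. Among the families, 14 of 20 cytosolic aminoacyl-tRNA synthetase genes, which load amino acids onto tRNA, rose and 2 fell (median 0.22, camera adjusted p = 2.66e-04 over 30 lists, and adjusted p = 0.417 with an estimated correlation). AARS, SARS and NARS rose by 0.50 to 0.58, and RARS and FARSA had log2 fold changes of -0.59 and -0.35. This list shares AARS, CARS, WARS and GARS with the stress response list. Of 7 tubulin genes 5 fell and 2 did not pass, with TUBA1A at -0.50 and TUBB4B at -0.44 (median -0.41, camera adjusted p = 0.00106, and adjusted p = 0.417 with an estimated correlation). Subunits of the CCT chaperonin, which folds tubulin and actin, had 3 of 8 falling (camera adjusted p = 0.179, fry 0.0135), and fatty acid synthesis had 1 of 9 rising and 2 falling (camera adjusted p = 0.483, fry 0.0609), so neither passed camera.

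Of the 10 ways to divide the 6 libraries into 3 and 3, 1, the real one, gave 2606 calls. The highest of the others gave 0 by edgeR, with 194 to 262 genes at an unadjusted p under 0.05 against 3766. Every other split puts EV and SENP6 libraries in the same group, so the real difference adds to its spread and lowers its calls. With 10 splits the share is also never under 0.1, so the splits cannot test for chance.

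The lower stretch on 6p scored -10.6 in the scan that set its ends, against 5.87 for the next chromosome. Shuffled gene order gave a score as high in a share of 0.001, the smallest that 1000 shuffles can give, and after correction for GC content and length the median was -0.51 (95% bootstrap interval -0.65 to -0.32), which argues against chance order and against GC content or length as the whole cause. A candidate explanation is a copy number difference between the EV and SENP6 populations, since 42 weakly expressed genes not used to find the stretch had a median of -0.43 (-0.55 to -0.37), with 40 below 0, where 2 copies against 3 would give -0.58. Coordinated regulation of the region stays open, and a gain in EV cells was not distinguished from a loss in SENP6 cells. The stretch held 43 calls, 1.65% of all.

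The 5 lists that passed, heat shock, cholesterol, glycolysis, stress response and HLA, were weighed against technical trends. After correction for GC content and length, which moved 504 genes by over 0.1, 5 of 5 stayed past the threshold of camera with the preset correlation. With an estimated correlation and no such correction 0 of the 5 passed (adjusted p = 0.0535 to 0.119), where 5 lists had an unadjusted p under 0.05. In the 3 lists that fell, 41 members without an annotated pseudogene had a median of -0.38 (-0.54 to -0.29), against -0.32 for 23 members with one, which argues against reads shared with pseudogenes as the whole cause. A further test, written before it was run, of whether genes of the 6p stretch carried these lists, was void, because 0 of their members lie there. The state of the cultures, and differences between the cell populations other than SENP6, are confounded with the groups and were not tested.

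AIFM2 and EP400 were each lowered far more than their surroundings. The 7 tested genes within 500 kb of AIFM2 had a median log2 fold change of -0.085 (-0.25 to 0.10), and those of EP400 -0.085 (-0.28 to 0.12), which argues against loss of a large stretch as the cause. Near EP400, SFSWAP was called lower (-0.39, edgeR adjusted p = 0.00159), while the other tested genes there did not pass. A smaller lesion may remain as an explanation and was not tested. A test written beforehand, of whether the overlapping gene H2AFY2 also fell, could not be run, since it had 7 counts in the EV libraries. From the upper 95% Poisson limit of that count, and a ratio of exon bases inside to outside AIFM2 exons of at most 0.615 over its annotated transcripts, it could add at most 8.88 of the 1524 counts by which AIFM2 fell, which argues against its reads as the cause.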
